# Liposome-based DNA carriers may induce cellular stress response and change gene expression pattern in transfected cells

**DOI:** 10.1186/1471-2199-12-27

**Published:** 2011-06-10

**Authors:** Anna Fiszer-Kierzkowska, Natalia Vydra, Aleksandra Wysocka-Wycisk, Zuzana Kronekova, Michał Jarząb, Katarzyna Marta Lisowska, Zdzisław Krawczyk

## Abstract

**Background:**

During functional studies on the rat stress-inducible *Hspa1b *(*hsp70.1*) gene we noticed that some liposome-based DNA carriers, which are used for transfection, induce its promoter activity. This observation concerned commercial liposome formulations (LA), Lipofectin and Lipofectamine 2000. This work was aimed to understand better the mechanism of this phenomenon and its potential biological and practical consequences.

**Results:**

We found that a reporter gene driven by *Hspa1b *promoter is activated both in the case of transient transfections and in the stably transfected cells treated with LA. Using several deletion clones containing different fragments of *Hspa1b *promoter, we found that the regulatory elements responsible for most efficient LA-driven inducibility were located between nucleotides -269 and +85, relative to the transcription start site. Further studies showed that the induction mechanism was independent of the classical HSE-HSF interaction that is responsible for gene activation during heat stress. Using DNA microarrays we also detected significant activation of the endogenous *Hspa1b *gene in cells treated with Lipofectamine 2000. Several other stress genes were also induced, along with numerous genes involved in cellular metabolism, cell cycle control and pro-apoptotic pathways.

**Conclusions:**

Our observations suggest that i) some cationic liposomes may not be suitable for functional studies on *hsp *promoters, ii) lipofection may cause unintended changes in global gene expression in the transfected cells.

## Background

Transient transfection is widely used for functional studies on a gene of interest, eg. to study mechanisms regulating gene expression or functions, and cellular localization of its product. However, transfection is not neutral to such experimental models. In our previous studies we found that some transfection agents may induce by themselves the activity of a studied gene [1]. Moreover, high throughput methods of gene expression analysis revealed that transfection agents may induce not only a gene of interest but also a wide spectrum of other genes [2].

Our previous study was aimed to functionally characterize the heat inducible stress gene *Hspa1b *cloned by us from the rat genome (traditional name: *hsp70.1*; [3]). Endogenous *Hspa1b *is not transcribed at a physiological temperature. However, it is highly inducible by heat shock and many other harmful factors that cause accumulation of damaged proteins and/or fluidity changes of cellular membranes [3-6]. To analyze the *cis*-acting elements of *Hspa1b *gene promoter we used transient transfection by DEAE-Dextran method. This method gave reproducible results and a stable and expected pattern of *Hspa1b *promoter activity: undetectable or very low at physiological temperature and highly induced at heat shock temperature. However, with the advent of cationic liposomes, they were recognized as more efficient and more convenient than the previously used transfection agents [7,8]. Our attempts to use novel DNA carriers resulted in an unexpected finding. Indeed, Lipofectin had a higher transfection efficiency, but surprisingly it had also a side effect. It appeared that when using this DNA carrier the *Hspa1b *promoter contained in the transfected construct was induced and highly active, both under the heat shock conditions and at the physiological temperature [1]. Similar effects were seen when using Lipofectamine 2000. To our knowledge, this topic has not been studied since our first account. Our current work was aimed to better understand the mechanism of this phenomenon and its potential biological and practical consequences. Here we report comparisons of several transfection agents in respect to the described side effect, and our observations concerning the mechanism of transcriptional activation of *Hspa1b *by Lipofectin/Lipofectamine (LA). In addition, we show the microarray analysis of cellular processes and signalling pathways that are affected in the cells treated with Lipofectamine.

## Results

### The effect of cationic liposomes on *Hspa1b *gene transcription

In a previous study we used Lipofectin for transient transfection of B16F10 mouse melanoma cells, with a construct containing a EGFP reporter gene controlled by the *Hspa1b *gene promoter. Surprisingly, we observed the reporter gene activity not only under heat shock conditions but also at the physiological temperature (Figure 1). Also, the B16F10 cells stably transfected with that construct showed EGFP activation when they were treated with Lipofectin [1]. This effect was observed repeatedly with different batches of the reagent.

**Figure 1:**
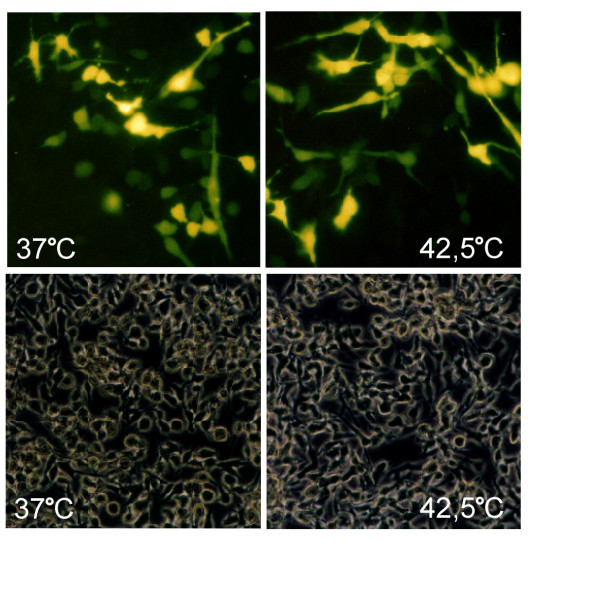
**The promoter of heat shock/stress gene *Hspa1b *is activated in physiological temperature when Lipofectin is used for transient transfection**. Mouse melanoma B16F10 cells were transfected with pR70/GFP vector containing the rat *Hspa1b *gene promoter linked with EGFP reporter gene. Left panel: cells grown at 37°C for 48 h after lipofection. Right panel: cells grown at 37°C for 24 h, then heat-shocked for 45 min at 42,5°C followed by recovery for 24 h at 37°C. Upper row - EGFP expression observed in UV light; lower row - the same field of vision observed in visible light. Pictures were recorded with an image analyzer equipped with Hamamatsu Color Chilled 3 CCD. Magnification: 250 x.

For quantitative measurements we used the p950/CAT6 construct containing the bacterial chloramphenicol acetyltransferase (CAT) reporter gene under the control of *Hspa1b *promoter. We compared transfection efficiency and promoter activity dependence on various DNA carriers such as DEAE-Dextran, two home made liposome formulations (DDAB/DOPE mixture [9] and Arg-Chol/DOPE [10]) along with two commercially available liposome agents, Lipofectin and Lipofectamine 2000 (in the further text we use common abbreviation LA where the observations concern both agents; Lipofectamine 2000 is referred to as Lipofectamine). DDAB/DOPE and Arg-Chol/DOPE showed efficiency similar to that of DEAE-Dextran (usually between 5-10%, depending on the experimental setting, e.g. cell type and plasmid used for transfection). Lipofectin showed higher transfection efficiency (9-21%) while Lipofectamine was the most efficient (15-37%). When cells were transiently transfected with p950/CAT6 construct using DEAE-dextran, DDAB/DOPE or Arg-Chol/DOPE, they did not exhibit CAT activity at 37°C (physiological temperature) while at 42,5°C (heat shock) they did (Figure 2; data concerning Arg-Chol/DOPE is not shown; for more results obtained using DEAE-Dextran see also Figure 6 in [11]). This corresponds to the pattern of *Hspa1b *gene activity induced *in vivo *by heat shock. On the contrary, when LA were used for transfections, the *Hspa1b *promoter appeared to be equally active in control and in heat-shocked cells. In some cases CAT activity induced by these agents was even stronger at 37°C than under heat shock (Figure 2). This effect did not depend on transfection efficiency. It was observed repeatedly, although its intensity varied slightly between different batches of reagents.

**Figure 2:**
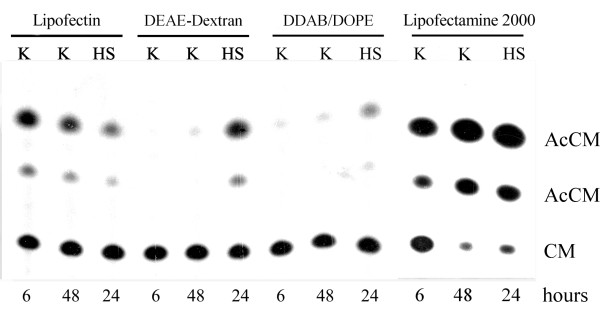
**Comparison of activation of *Hspa1b *promoter by different transfection agents (CAT assay)**. The B16F10 cells were transfected with p950/CAT6 construct containing *Hspa1b *promoter linked with CAT reporter gene using: Lipofectin (Gibco), DEAE-Dextran (Pharmacia), DDAB/DOPE (home made) and Lipofectamine 2000 (Invitrogen). K - cells grown at 37°C for 6 or 48 h after transfection. HS - heat-shocked cells, grown at 37°C for 24 h after transfection, then heat shocked at 42,5°C for 45 min followed by recovery for 24 h at 37°C. AcCM - acetylchloramphenicol, product of the enzymatic assay. CM - non-acetylated chloramphenicol, substrate of the assay.

We performed the same experiment using the rat hepatoma FTO cell line and observed the same effect of LA induced *Hspa1b *promoter activity at the physiological temperature (not shown).

In the next step of the study we analyzed the kinetics of promoter activation by LA. B16F10 cells were transiently transfected with the p950/CAT6 construct and activity of the reporter gene was assayed at various time points up to 48 hours after transfection. In the cells grown at the physiological temperature, a high level of CAT activity was detected starting from 12 hours post transfection (Figure 3).

**Figure 3:**
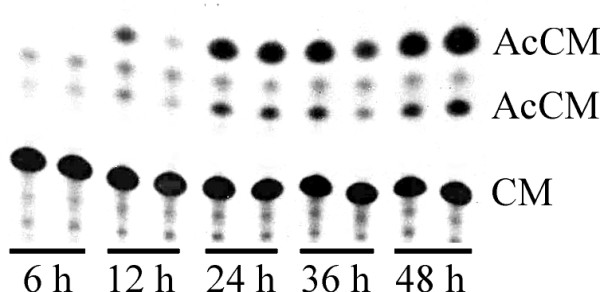
**Kinetics of *Hspa1b *promoter induction after transfection with Lipofectine (CAT assay)**. Chloramphenicol acetyltransferase (CAT) activity was observed at different time points after transfection with Lipofectine of p950/CAT6 construct into B16F10 cells. Each experimental point was performed in duplicate. AcCM - acetylchloramphenicol, product of the enzymatic assay. CM - non-acetylated chloramphenicol, substrate of the assay.

### Induction of transcription does not depend on HSE-HSF interaction

Ten plasmid constructs (Figure 4) containing the CAT gene under the control of different fragments of the *Hspa1b *gene promoter were used in searching for the mechanism responsible for LA-induced transcriptional activation. The CAT assay results (Figure 4) reflect the complexity of the transcriptional regulation in response to LA. The highest CAT activity was found with the plasmid p350/CAT6, which contains sequences localized between nucleotides -269 and +85, relative to the transcription start site of the *Hspa1b *gene. From among known regulatory sequences this DNA region contains TATA-box, two Sp1 binding sites, two CAAT-boxes (one inverted), Egr1 binding site and two proximal HSE sequences. The promoter fragment crucial for LA induction was located between nucleotides -269 and -64. Constructs lacking this DNA fragment always had their reporter gene activity reduced almost to the control level (see plasmid p150/CAT6 and plasmid p350ΔHSE1/CAT6, as compared to p350/CAT6 or plasmid p550ΔHSE1/CAT6, as compared to p550/CAT6). The DNA region localized between positions -269 and -478 confers unknown inhibitory abilities resulting in lower CAT activity (compare plasmid p550/CAT6 with p350/CAT6). Interestingly, this inhibition was reversed when the construct was enlarged by the addition of more upstream sequences (nt. from -478 to -869): CAT activity observed after transfection with the plasmids p950/CAT6 and p1.0-950/CAT6 was similar to that achieved with p350/CAT6.

**Figure 4:**
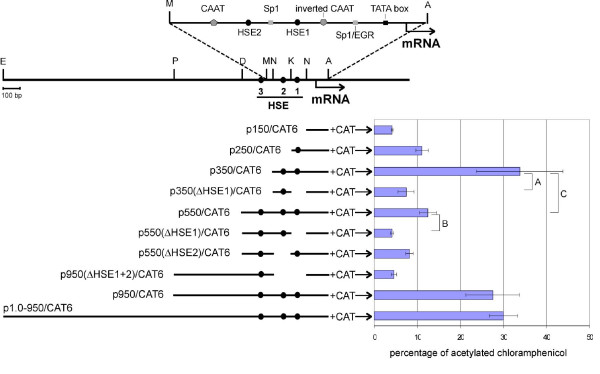
**Search for promoter fragment of the *Hspa1b *gene responsible for LA inducibility**. Left panel: Schematic representation of the plasmids used for transfections. Different fragments of the promoter and further upstream region of the rat *Hspa1b *gene were cloned in pBL-CAT6 vector. Upper part: Structure of analyzed DNA region. Restriction sites used for subcloning are shown (E - EcoR I, P - Pst I, D - Dra II, M - MaeIII, N - Nco I, K - Kpn I, A - Ava I). HSE - heat shock element. Region between -209 and +84 containing important regulatory elements is shown in details. Right panel: Data from transfection experiments. Plasmids were transiently transfected to the mouse B16F10 cells using Lipofectin. CAT activity was determined 24 hours after lipofection in cell extracts. CAT activity is shown as percentage of acetylated chloramphenicol. Each value is expressed as a mean (with the standard deviation) of four transfections. Brackets A, B and C were used to visualise the comparisons that are discussed in the text.

It is generally accepted that promoter activation of heat shock genes by different stressful stimuli is mediated by the interaction of Heat Shock Transcription Factor 1 (HSF1) with a specific DNA sequence called HSE (Heat Shock Element) [4,5]. To verify whether this mechanism is employed during *Hspa1b *promoter induction by LA we performed an electrophoretic mobility shift assay (EMSA) using the oligonucleotide probe with canonical HSE sequence. In contrast to the heat-shocked cells, the nuclear extracts from the Lipofectin-treated cells did not exhibit any binding ability for the HSE sequence (Figure 5). This indicates that LA induction is independent from HSE-HSF interaction as well as from any other HSE-protein interaction.

**Figure 5:**
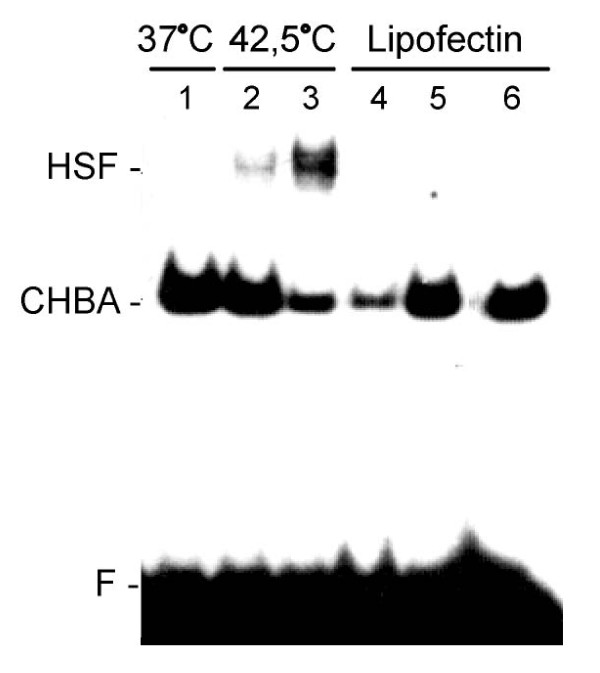
**Lack of the HSE-HSF interaction in LA treated B16F10 cells**. Nuclear extracts were prepared from B16F10 cells maintained at 37°C (lane 1), incubated at 42,5°C for 0,5h (2) and 1h (3) or treated with Lipofectin (Gibco) followed by recovery: 30 min (4), 1h (5), 2h (6). CHBA - constitutive HSE-binding activity corresponding to a Ku protein-containing complex; F - free HSE oligonucleotide.

### The influence of cationic liposomes on global gene expression

Inducible *hsp70 *gene expression is a hallmark of cellular stress response. In order to study how lipofection may affect cellular homeostasis we analyzed, using Affymetrix microarrays, the whole transcriptome of the mouse B16F10 cells treated with Lipofectamine. 

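B16F10 is a mouse melanoma cell line. Its RNA was measured on Affymetrix mouse expression arrays, on which a probeset, a group of short probes, is designed to report the RNA of a gene, though 691 of those tested carry several gene symbols. The arrays comprise 5 of untreated control cells, 3 of cells treated with Lipofectamine and 3 of heat-shocked cells, each labelled as a biological replicate. Lipofectamine was given without plasmid DNA for 3 h in Opti-MEM medium, followed by 30 min in medium with serum. As the control cells were untreated, comparisons with them cannot separate the liposomes from this change of medium. Heat shock lasted 1 h, with 30 min of recovery. The authors read the arrays with GCOS 1.2 and converted them to log2 signals by RMA, which corrects background, normalizes the arrays and summarizes the probes of each probeset. After 64 Affymetrix control probesets had been set aside, 22626 were tested. After normalization by RMA, array medians lie between 7.03 and 7.12 on the log2 scale. In simulated data of the same design, log2 changes of 0.5 were recovered in 36% of cases and changes of 1 in 94%, so that small changes are often missed with 3 treated arrays. A further 3 arrays of cells treated with benzyl alcohol belong to the same set and do not enter these comparisons.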

To find out which genes are affected we compared the cells treated with Lipofectamine, heat shocked cells and control, untreated cells. 

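The 11 control, Lipofectamine and heat shock arrays were fitted together with limma, which shares information on the spread between probesets. A probeset is said to rise or fall where its adjusted p, by the Benjamini-Hochberg method over all probesets tested, is under 0.05. Counts of changed probesets were also taken at an F-test p under 0.001 followed by a pairwise p under 0.001, the methods giving the former threshold and none for the latter. Each gene is read from the probeset with the highest mean signal unless a probeset is named. Genes given as the largest rises and falls are read from the probeset picked for its change, which need not be the brightest.

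The 5 control arrays are not alike. Control arrays 1 and 3 differ at least 2-fold from control arrays 2, 4 and 5 at 440 probesets, 315 of them higher, against at most 162 for any other division of this kind. At 38.7% of all probesets these sets of arrays do not overlap, where chance gives 20%. Genes of the endoplasmic reticulum stress response are higher in control arrays 1 and 3 by a median of 1.29 on the log2 scale, and antioxidant genes under the factor NRF2 by 0.64. Genes of mitosis are lower there (median −0.48). The Lipofectamine and heat shock arrays correlate with control arrays 1 and 3 at 0.985 to 0.990 and with the others at 0.978 to 0.982. Fits with either set of control arrays left out were added after this had been seen.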

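Immediate early genes encode transcription factors and signalling proteins switched on within minutes of a stimulus, and they were among the groups that stood higher after Lipofectamine than after heat shock. In the direct comparison by limma 13 of 48 were higher after Lipofectamine and 2 lower, with 33 not passing. Adjusted over the list alone, 19 were higher and 4 lower. Their median log2 difference was 0.39, with an adjusted p from the list test camera of 2.8e-09, and adjusted p = 0.023 with an estimated correlation. Targets of HSF1, the main activator of chaperone genes under heat, went the other way. Of 23, 10 were lower after Lipofectamine than after heat shock and 13 did not pass, against 12 lower adjusted over the list alone (median −0.44, camera adjusted p = 1.0e-17, adjusted p = 0.00744 with an estimated correlation). Over all probesets, 1141 in 899 genes differed among the groups at an F-test p under 0.001. Lipofectamine and heat shock differed at 1294 probesets in 997 genes, 999 of them higher after Lipofectamine and 295 after heat shock. When the arrays were quantile normalized again these were 1062 and 572, and the share higher after Lipofectamine went from 77.2% to 65.0%. The first count was 643 without Lipofectamine array 1, 730, 650 and 692 without heat shock arrays 1, 2 and 3, and 1772 without control array 3. The direct comparison gave 424 and 549 without Lipofectamine arrays 1 and 2, and 531, 483 and 602 without heat shock arrays 1, 2 and 3.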

All three groups were compared by F-test (ANOVA), then two-way comparisons were carried out. In Lipofectamine-treated cells 419 probesets (representing 384 genes) showed significantly changed expression in comparison to the control, untreated cells. 

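Rgs2, a brake on G-protein signalling, and Nr4a1, a nuclear receptor made early after a stimulus, were among the genes that rose most with Lipofectamine. Their log2 changes were 2.12 (SE 0.187, adjusted p = 8.1e-05 by limma) and 1.95 (SE 0.178, adjusted p = 1.1e-04). Among the strongest falls were Mlph, Fip1l1 and Sf3b1. Mlph, which carries pigment granules, changed by −1.71 at 1 probeset (SE 0.247). At its brightest probeset the change was −0.95 (adjusted p = 0.0244), a call lost without any 1 of 5 arrays. Fip1l1, which acts in forming mRNA ends, changed by −1.64 (SE 0.179) and the splicing factor Sf3b1 by −1.55 (SE 0.223). Over all alternatives the smallest changes of Fip1l1 and Sf3b1 were −0.56 and −0.62. The calls of Rgs2, Nr4a1, Fip1l1 and Sf3b1 held with each array left out in turn, as did that of Mlph at the probeset of −1.71. The chemokine Cxcl1 and the antioxidant genes Gclm and Srxn1 rose by 2.41, 2.21 and 2.12, but their signals were also higher in control arrays 1 and 3 than in the others by 1.92, 2.07 and 2.41. At the probeset where it changed by −1.71, Mlph was lower there (−1.05). The calls of Cxcl1, Gclm and Srxn1 were lost without Lipofectamine array 1 (adjusted p = 0.0647, 0.0809 and 0.142), that of Gclm also without array 2 or 3 (0.0578 and 0.0691), and that of Srxn1 without any 1 of Lipofectamine arrays 2 and 3, heat shock arrays 1, 2 and 3 or control arrays 2, 4 and 5 (0.0615 to 0.121).

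At the threshold of the methods 513 probesets in 420 genes differed from the control, 211 higher and 302 lower. At an adjusted p under 0.05 the number was 1104, in 880 genes, with 402 higher and 702 lower. The count at the threshold of the methods was 234 without Lipofectamine array 1, 323 without array 3 and 914 without control array 1. The adjusted count was 255 and 475 without Lipofectamine arrays 1 and 3, and 2262, 731, 1672, 529 and 698 without control arrays 1, 2, 3, 4 and 5. It was 729 without heat shock array 2.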

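After heat shock the RNA of Gas5, a noncoding gene that hosts small nucleolar RNAs, fell by 2.53 on the log2 scale (SE 0.175, adjusted p = 2.2e-06 by limma). Hmga2, an architectural protein of chromatin, fell by 1.59 (SE 0.194) and Luc7l2, a splicing factor, by 1.57 (SE 0.241). Over all alternatives the smallest changes of Gas5, Hmga2 and Luc7l2 were −1.2, −1.17 and −0.51. The co-chaperones Dnajb1 (3.66 at one of its probesets, SE 0.19) and Dnaja4 (2.63, SE 0.142) were among the strongest rises. Each of these calls held with any array left out. At the threshold of the methods 549 probesets in 440 genes differed from the control. Of these, 96 were higher and 453 lower. At an adjusted p under 0.05 there were 1349 probesets in 1046 genes. The former count was 299, 241 and 253 without heat shock arrays 1, 2 and 3, 360 without control array 4 and 1110 without control array 3. The adjusted count was 384, 259 and 287 without heat shock arrays 1, 2 and 3, 2056, 2658, 534 and 648 without control arrays 1, 3, 4 and 5, and 851 without Lipofectamine array 1.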

A similar number of 457 probesets (421 genes) were affected in heat shocked cells. Of these, 66 probesets were common for the heat-shocked and Lipofectamine-treated cells, all of them showing expression changes in the same direction. 

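Genes that rose with either treatment include Gadd45g, a growth arrest gene (log2 1.79 with Lipofectamine and 2.58 with heat shock), and Hspa1b. Genes that fell with either include Klf10, a transcription factor of growth control (−1.14 and −1.10), Ccn4, a secreted matrix protein (−1.61 and −1.06), and Asxl1, a chromatin regulator (−1.41 and −0.93). At the threshold of the methods 104 probesets in 92 genes passed in both comparisons, 15 higher in both and 81 lower in both. Lists of the same sizes drawn independently would share 0.895 higher and 6.05 lower. Both comparisons use the same control arrays, and simulated groups without a treatment effect shared at most 3 probesets in 20 draws. The covariance of the changes with Lipofectamine and heat shock was 0.00847 in the simulated groups and 0.0331 in the data. These draws may therefore understate the sharing that comes from common control arrays. With the control arrays divided between the comparisons in each of 20 ways, 30 to 297 probesets were shared, with a median of 56, and 2 to 183 of them moved in opposite directions. Opposite directions made up 183 of the 297, where control arrays 1 and 3 served for Lipofectamine. Over all probesets the changes had the same sign at 61.8%, against 62.3% in the simulated groups.

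The other 8 probesets moved in opposite directions, 7 of them higher with Lipofectamine and lower with heat shock. Chosen after their values were seen, these are Tiparp (0.73 and −0.72 at one probeset), Lcmt2 (0.61 and −1.37), Mfsd14a (0.60 and −0.53), Rbm39, an RNA-binding protein, at its probesets (0.58 and −0.72, 0.56 and −0.82), Hilpda (0.52 and −0.62) and Stam2 (0.40 and −0.39). The splicing-related gene Rsrp1 went the other way (−0.40 and 1.05). The shared count was 247 without control array 1 and 229 without control array 3. It was 51 and 64 without Lipofectamine arrays 1 and 3, 68, 52 and 51 without heat shock arrays 1, 2 and 3, and 69, 59 and 68 without control arrays 2, 4 and 5.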

Lipofectamine induced several heat shock genes: the *Hspa1b *(*hsp70.1*) as well as *Hsph1 *(*hsp105*), *Hspa8 *(*hsc70*) and *Dnajb4*. In addition, Lipofectamine affected also *Hspa4 *(*hsp70RY*) which was the only *hsp *gene that showed a reduced level of transcription in comparison to the control cells. 

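Hspa1b, which encodes an inducible HSP70 chaperone, had the clearest rise of these genes. Its log2 signal at the probeset with the largest change was 5.04 ± 0.43 (SD) in 5 control arrays and 7.45 ± 0.06 in 3 Lipofectamine arrays, a change of 2.41 (SE 0.189, adjusted p = 2.4e-05 by limma). The other probesets rose by 2.36 and 1.94, and each call held under every alternative. Control arrays 1 and 3 were lower than the others at the former probeset (−0.49). Hsph1, a nucleotide exchange factor of HSP70, rose by 0.77 (SE 0.152, adjusted p = 0.0127) at one probeset, and the other did not pass (0.34, adjusted p = 0.0751). Hspa8, the constitutive HSC70 chaperone, rose by 0.54 (SE 0.111, adjusted p = 0.0147) at 1 of 4 probesets, the others giving 0.26 to 0.47. Dnajb4, a co-chaperone of HSP70, rose by 0.95 (SE 0.197, adjusted p = 0.0163) at one probeset and did not pass at the other (0.62, adjusted p = 0.141). Its signal was also 0.68 higher in control arrays 1 and 3 than in the others.

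The Hsph1 call was lost without Lipofectamine array 1 (adjusted p = 0.0681) or 2 (0.0575), the Hspa8 call without array 2 (0.0576) and the Dnajb4 call without array 1 (0.0895) or 2 (0.0677). With control arrays 2, 4 and 5 left out the Dnajb4 change was 0.54 and did not pass (adjusted p = 0.0724). Over all alternatives the adjusted p ranged from 3.4e-05 to 0.0764 for Hsph1, from 3.2e-04 to 0.0826 for Hspa8 and from 3.5e-06 to 0.101 for Dnajb4.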

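Hspa4 encodes an HSP110-type chaperone that acts as a nucleotide exchange factor for HSP70. At 1 of its 3 probesets its log2 signal was 7.75 ± 0.13 (SD) in 5 control arrays and 6.97 ± 0.34 in 3 Lipofectamine arrays, a fall of 0.78 (SE 0.132, adjusted p = 0.0054 by limma) that held under every alternative. At another the change was −0.57 and did not pass (adjusted p = 0.0651), and at the remaining one it was −0.09 (adjusted p = 0.761). Among 57 chaperones and co-chaperones measured, 6 rose with Lipofectamine, 1 fell and 50 did not pass, against 11 and 4 adjusted over the list alone. Their median log2 change was 0.02, and the camera result (adjusted p = 0.021) did not hold with an estimated correlation (adjusted p = 0.443) or without Lipofectamine array 2, where the median was −0.02 (adjusted p = 0.679).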

All these genes, except for the *hspa4 *(*hsp70RY*), were also affected by hyperthermia. 

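Each of the 4 genes that rose with Lipofectamine rose with heat shock, and Hspa1b rose far more. Its log2 change was 6.00 at the probeset that also moved most with Lipofectamine (SE 0.189, adjusted p = 2.5e-10 by limma), to a level of 11.03 ± 0.07 (SD) over 3 arrays. At the probesets that had risen with Lipofectamine, Hsph1 rose by 1.76 (adjusted p = 2.4e-05) and Dnajb4 by 1.89 (adjusted p = 1.9e-04). At their brightest probesets the rises were 1.71 and 2.16. Hspa8 rose by 0.45 at the probeset that had risen with Lipofectamine (adjusted p = 0.0304). Another of its probesets rose by 3.97 (adjusted p = 1.5e-06), although it did not pass with Lipofectamine, so that the probesets of this gene report unlike changes. Hspa4 did not pass at the probeset that fell with Lipofectamine (0.08, adjusted p = 0.741). The Hspa8 change of 0.45 no longer passed without control array 4 (adjusted p = 0.0613) and without heat shock array 1, 2 or 3 (0.0762, 0.159 and 0.117).

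**Figure D1:**
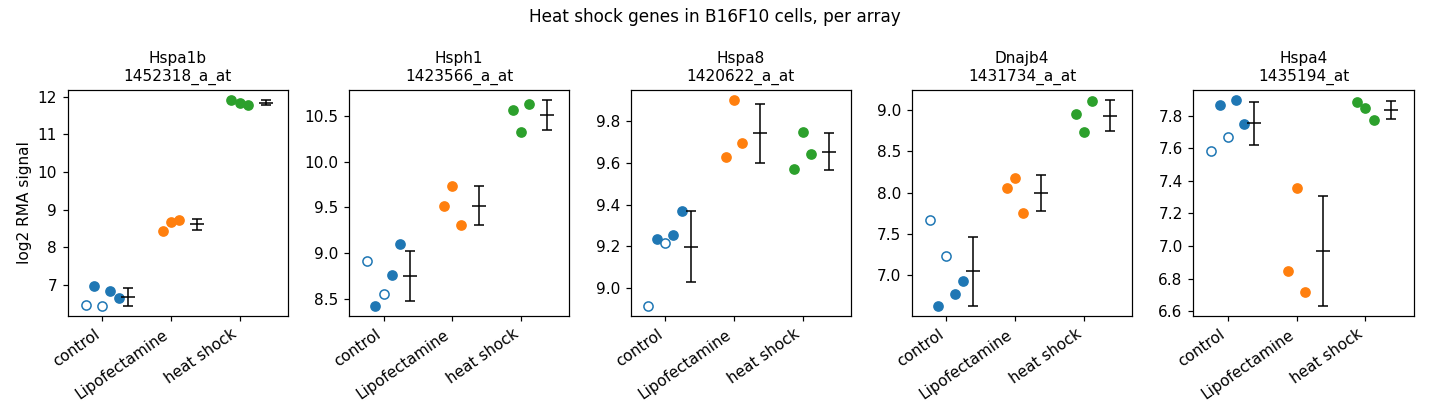
Log2 RMA signal of 1 probeset each for Hspa1b, Hsph1, Hspa8, Dnajb4 and Hspa4 in every control, Lipofectamine and heat shock array, with control arrays 1 and 3 as open circles and black dashes with bars for the mean ± SD. Hspa4 is lower in the Lipofectamine arrays (6.97 ± 0.34) than in the control arrays (7.75 ± 0.13) and not in the heat shock arrays (7.83 ± 0.06).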

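Hspb1, a small heat shock protein that holds unfolded proteins in solution, rose by 6.59 on the log2 scale with heat shock at one probeset (adjusted p = 6.8e-11 by limma) and by 5.38 at the other. Hspa1a, the twin gene of Hspa1b, rose by 3.22 with heat shock (adjusted p = 6.1e-09). Its change with Lipofectamine was 0.06 and did not pass. Hspa4l, an HSP110-type chaperone, rose by 1.13 with heat shock at one probeset, where its change with Lipofectamine was 0.21 (adjusted p = 0.29). Hspe1, the mitochondrial HSP10, rose by 0.54 at one probeset (adjusted p = 0.00936), a call lost without heat shock array 3 (adjusted p = 0.0604), and did not pass at the other (0.25, adjusted p = 0.13). Hspb1 also rose by 0.73 with Lipofectamine at the former probeset (adjusted p = 0.0346), from 6.39 ± 0.30 (SD) to 7.11 ± 0.22, while the latter did not pass (0.53, adjusted p = 0.0805).

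That call was lost without any one of Lipofectamine arrays 1, 2 and 3 (adjusted p = 0.136, 0.119 and 0.0589), control arrays 2, 4 and 5 (0.0722, 0.0828 and 0.071) or heat shock array 2 (0.056), and its adjusted p ranged from 7.2e-05 to 0.235 over all alternatives. The signal was 0.48 higher in control arrays 1 and 3 than in the others. Over the 9 genes of Table 1, read from the brightest probeset of each, 6 rose with heat shock and 3 did not pass (median 1.71), and 1 rose with Lipofectamine (median 0.34). Adjusted over the list alone, 8 rose with heat shock, and 5 rose and 1 fell with Lipofectamine. The genes were chosen by the study on these arrays, so these counts are not independent evidence.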

An additional five *hsp *genes were upregulated by heat shock, but not by Lipofectamine. The comparison of *hsp *genes induced by Lipofectamine and by heat shock as well as the overall numbers of affected genes are given respectively in Tables 1 and 2.

**Table 1:** Comparison of a spectrum of stress genes (*hsp *family) affected by Lipofectamine 2000 versus heat shock in B16F10 cells

Gene	LA	HS
*Hspa1b*	+	+
*Hsph1 (hsp105)*	+	+
*Hspa8 (hsc70)*	+	+
*Dnajb4*	+	+
*Hspa4 (hsp70RY)*	-	
*Hspa1a (hsp70.3)*		+
*Hspb1 (hsp27)*		+
*Hspa4l (94kDa osmotic stress protein)*		+
*Hspe1 (hsp10)*		+
*Hsph1 (hsp110)*		+

LA - Lipofectamine 2000, HS - heat shock, "+" - increased expression compared to control, untreated cells, "-" - decreased expression, blank - no change.

**Table 2:** Comparison of a number of probsets affected by Lipofectamine 2000 and heat shock in B16F10 cells

	Probesets affected	Up	Down
LA	419	161	257
HS	457	89	366
Both	66		

LA - Lipofectamine 2000, HS - heat shock, "Up" - number of upregulated probesets, "Down" - number of downregulated probsets (Affymetrix), "Both" - number of probsets affected by both factors.

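After heat shock Myc, a driver of growth, fell by 1.47 on the log2 scale (adjusted p = 1.2e-05 by limma), and genes for making ribosomes such as Tsr1 (−0.75) and Nol11 (−0.62) fell. Bag3, an HSP70 co-chaperone that protects from cell death, rose by 2.59 (adjusted p = 3.3e-06). Of the 1349 probesets that passed, 1112 were lower (82.4%) and 237 higher. The share that was higher, 17.6%, became 32.4% when the arrays were quantile normalized again and 20.9% when their medians were set equal.

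Among 85 genes of ribosome biogenesis 17 fell and 68 did not pass (32 fell adjusted over the list alone). The median was −0.26, with a camera adjusted p of 9.2e-16, and adjusted p = 0.217 with an estimated correlation. With control arrays 2, 4 and 5 left out 6 fell (median −0.24), and with 1 and 3 left out 35 fell (median −0.30). Of 57 genes of chromosome segregation and mitosis 18 fell, and 39 adjusted over the list alone (median −0.47, camera adjusted p = 7.3e-20, adjusted p = 0.217 with an estimated correlation). Control arrays 1 and 3 were lower at these mitosis genes, and with control arrays 2, 4 and 5 left out 2 fell. For 54 genes of DNA replication the count was 4 (17 adjusted over the list alone, median −0.35, camera adjusted p = 1.5e-12, adjusted p = 0.38 with an estimated correlation). These genes too were lower in control arrays 1 and 3, by a median of −0.40, and with control arrays 2, 4 and 5 left out none passed (median −0.10). For 38 of double-strand break repair it was 5 (11 adjusted over the list alone, median −0.16, camera adjusted p = 0.0014, adjusted p = 0.217 with an estimated correlation), and 1 with those control arrays left out.

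Of 57 chaperones and co-chaperones 17 rose and 2 fell (23 and 6 adjusted over the list alone), with a median of 0.13, a camera adjusted p of 3.3e-07 and adjusted p = 0.217 with an estimated correlation. Of 36 anti-apoptotic genes 6 rose and 1 fell (7 and 2 adjusted over the list alone). The list's median was −0.04 and its mean 0.42, and camera gave an adjusted p of 0.151. It passed with the list test fry (adjusted p = 2.3e-05) and with the replicate number as a block (0.0344).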

As expected, heat shock caused widespread suppression of genes transcription and specific induction of cytoprotective genes and pro-survival signalling pathways. 

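Gadd45g and Trp53inp1, which promote growth arrest and cell death, rose with Lipofectamine, the latter by 1.84 on the log2 scale (SE 0.359, adjusted p = 0.0122 by limma). Htra2, a mitochondrial protease that favours cell death, and Fadd, the adaptor of death receptors, fell by 0.79 and 0.38. Of 51 pro-apoptotic genes and caspases measured 4 rose, 3 fell and 44 did not pass, and 5 rose and 5 fell adjusted over the list alone. The median log2 change was 0.04 and the mean 0.17 (camera adjusted p = 0.0554). Camera's adjusted p was 0.0285 without control array 1, 0.0083 without control array 3 and 0.0191 without Lipofectamine array 3, where the median was −0.01. When control arrays 1 and 3 were left out 15 rose and 5 fell, with a median of 0.04 and a mean of 0.36 (camera adjusted p = 1.2e-04, adjusted p = 0.131 with an estimated correlation). When control arrays 2, 4 and 5 were left out 3 rose and 6 fell, with a median of −0.05 and a mean of −0.11 (camera adjusted p = 0.339). Of the same genes 2 rose and 2 fell with heat shock (3 and 3 adjusted over the list alone, median 0.08, camera adjusted p = 0.333). Heat shock moved alike over the sets of control arrays. Without control arrays 1 and 3 it gave 14 higher and 7 lower (median 0.12, camera adjusted p = 0.00166, adjusted p = 0.227 with an estimated correlation). Without 2, 4 and 5 it gave 3 higher and 5 lower (median −0.01, camera adjusted p = 0.314). The direct comparison of Lipofectamine with heat shock gave 2 higher and 2 lower.

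Among 36 anti-apoptotic genes 3 rose with Lipofectamine, 1 fell and 32 did not pass (4 and 1 adjusted over the list alone), with a median of −0.00 and a mean of 0.16. The camera adjusted p was 0.0178, and adjusted p = 0.132 with an estimated correlation or 0.448 without Lipofectamine array 2. Those that passed were Hspa1b, Bag3 (0.81), the cycle inhibitor Cdkn1a (1.23) and Birc5, an inhibitor of cell death active in mitosis, which fell by 0.86. Trp53inp1 was 1.53 higher in control arrays 1 and 3 than in the others, Bag3 0.46 higher, and Birc5 lower (−0.67). Calls were lost without Lipofectamine array 1 (adjusted p = 0.0627 for Trp53inp1, 0.0693 for Htra2, 0.0629 for Fadd, 0.0745 for Birc5, 0.115 for Bag3), array 2 (0.0526 for Trp53inp1, 0.103 for Bag3), array 3 (0.0568 for Htra2, 0.0502 for Fadd, 0.0715 for Birc5) and control array 4 (0.0642 for Bag3). That of Cdkn1a was lost without any 1 of the 3 Lipofectamine arrays, the 3 heat shock arrays or control arrays 2, 4 and 5 (0.0665 to 0.16).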

Lipofectamine, despite inducing some stress genes, evoked pro-apototic rather than pro-survival signalling. 

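Genes that block or pace the cell cycle moved in both directions with Lipofectamine. Cdkn2d, an inhibitor of the G1 kinases, fell by 0.61 on the log2 scale (SE 0.101, adjusted p = 0.00474 by limma), and Ccng1, a cyclin induced by p53, rose by 0.79 (adjusted p = 0.0146), a call lost without Lipofectamine array 1 (0.088) or 2 (0.0578). Of 44 cell cycle regulators 6 rose, 4 fell and 34 did not pass, and 6 rose and 11 fell adjusted over the list alone (median −0.15, camera adjusted p = 0.0959). Camera's adjusted p was 0.0206 without control array 1, 0.0131 without control array 3 and 0.0301 without Lipofectamine array 2. These genes were lower in control arrays 1 and 3 than in the others by a median log2 of −0.33. Without control arrays 1 and 3 the list had 6 higher and 23 lower with Lipofectamine (median −0.37, camera adjusted p = 1.5e-04, adjusted p = 0.165 with an estimated correlation). Without 2, 4 and 5 it had 3 higher and 1 lower (median −0.02), where camera's direction turned upward and did not pass (adjusted p = 0.153). With heat shock 9 fell and 35 did not pass, among them Wee1, a kinase that holds cells before mitosis (−1.04). Adjusted over the list alone 13 fell (median −0.29, camera adjusted p = 1.6e-07, adjusted p = 0.217 with an estimated correlation).

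Among metabolic genes, Sqle, an enzyme of sterol synthesis, rose with Lipofectamine by 0.43. That call was lost without Lipofectamine array 1 (adjusted p = 0.132) or 2 (0.0581), or control array 4 (0.0566) or 5 (0.052). Of 33 genes of sterol synthesis 4 rose and 29 did not pass, and 7 rose adjusted over the list alone (median 0.17, camera adjusted p = 1.5e-06, adjusted p = 0.0793 with an estimated correlation). The glucose transporter gene Slc2a3 fell by 0.76 (adjusted p = 0.00158). Of 27 genes of hypoxia and glycolysis 1 rose and 3 fell (2 and 4 adjusted over the list alone, median −0.16, camera adjusted p = 0.255, or 0.0472 without Lipofectamine array 2). Of 44 genes of oxidative phosphorylation 1 fell, and none adjusted over the list alone. Their median was −0.07, with a camera adjusted p of 0.153, which became 0.0246 without control array 1 and 0.00254 without Lipofectamine array 2.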

Numerous affected genes were involved in general metabolism, cell cycle control and progression, as well as apoptosis. Most significantly downregulated gene ontology classes were those engaged in cell proliferation, viability and metabolism, e.g. classes named "DNA-dependent DNA replication", "double-strand break repair", "chromosome segregation", "ribosome biogenesis". 

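Pold1, the catalytic subunit of DNA polymerase delta, fell by 1.13 on the log2 scale with Lipofectamine (SE 0.139, adjusted p = 9.4e-04 by limma), and Cdt1, which licenses replication origins, by 0.68. Rad50, part of the complex that binds broken DNA ends, fell by 0.68 (SE 0.106). Zwilch, a kinetochore protein, fell by 0.95 (SE 0.112) and Smc4, a condensin subunit, by 0.61, while the kinetochore gene Zwint rose by 0.80. Nop56, a core protein of small nucleolar ribonucleoproteins, fell by 0.96 (SE 0.13). These calls held with each array left out in turn.

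Of 54 genes of DNA replication 14 fell and 40 did not pass, and 34 fell adjusted over the list alone. The median was −0.49, with a camera adjusted p of 4.0e-15, and adjusted p = 0.187 with an estimated correlation. Of 38 genes of double-strand break repair 12 fell and 26 did not pass, and 19 fell adjusted over the list alone (median −0.32, camera adjusted p = 3.9e-09, adjusted p = 0.0211 with an estimated correlation). Of 57 genes of chromosome segregation and mitosis 22 fell, 1 rose and 34 did not pass, and 39 fell and 2 rose adjusted over the list alone. Their median was −0.55, with a camera adjusted p of 5.3e-18, and adjusted p = 0.138 with an estimated correlation. Of 85 genes of ribosome biogenesis 10 fell and 75 did not pass, and 25 fell adjusted over the list alone (median −0.23, camera adjusted p = 7.5e-09, adjusted p = 0.259 with an estimated correlation).

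The differences between control arrays 1 and 3 and the others were a median log2 of −0.48 for chromosome segregation, −0.40 for DNA replication, −0.09 for break repair and −0.05 for ribosome biogenesis. With control arrays 1 and 3 left out the medians with Lipofectamine were −0.67 for DNA replication and −0.34 for break repair. They were −0.73 for chromosome segregation and −0.27 for ribosome biogenesis. With control arrays 2, 4 and 5 left out they were −0.13, −0.30, −0.25 and −0.17 in that order. Of the chromosome segregation genes 4 then fell and 3 rose. The break repair list did not pass with an estimated correlation under either set of control arrays (adjusted p = 0.0583 without 1 and 3, and 0.153 without 2, 4 and 5).

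**Figure D2:**
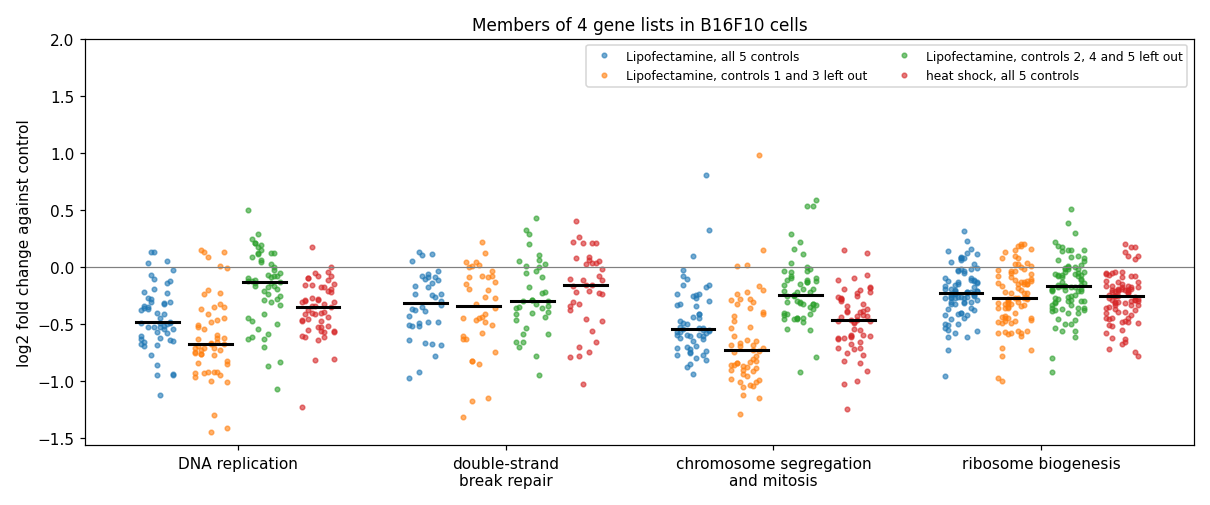
Log2 fold change of each measured gene of DNA replication, double-strand break repair, chromosome segregation and mitosis, and ribosome biogenesis, for Lipofectamine with all 5 control arrays, with control arrays 1 and 3 left out and with control arrays 2, 4 and 5 left out, and for heat shock with all 5 control arrays. Black bars are medians, and that of DNA replication with Lipofectamine is −0.49 over all control arrays and −0.13 with control arrays 2, 4 and 5 left out.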

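Map2k3, a kinase that activates p38 under stress, rose by 0.52 on the log2 scale with Lipofectamine (SE 0.114, adjusted p = 0.0212 by limma), and Gadd45g, which activates a kinase upstream of p38 and JNK, also rose. These were the 2 of 42 genes of stress-activated protein kinase signalling that rose, with 40 not passing, and 3 rose adjusted over the list alone. The list's median log2 change was −0.08 and its mean 0.04 (camera adjusted p = 0.782). With control arrays 1 and 3 left out 8 rose and 6 fell (median 0.03, camera adjusted p = 0.202). With control arrays 2, 4 and 5 left out 2 rose and 6 fell (median −0.09, camera adjusted p = 0.113). The Map2k3 call was lost without Lipofectamine array 1 (adjusted p = 0.115) or 2 (0.0747), and its adjusted p ranged from 1.9e-05 to 0.115 over all alternatives. With heat shock 1 gene of this list rose and 1 fell (3 and 3 adjusted over the list alone, median −0.08).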

Significantly upregulated were classes such as "regulation of caspase activity", "regulation of peptidase activity" or "stress-activated protein kinase signalling pathway".

### Promoter analysis of liposome- and heat shock-induced genes

For promoter analysis we used the Molecular Signatures Database, MSigDB and its Predicted Promoter Motifs ontology which consists of a sets of genes that share a common transcription factor binding site. Analysis showed that among the genes upregulated by Lipofectamine, overrepresented were those that contained in their promoters a binding site for Serum Response Factor (SRF), eg. EGR1, EGR2, FOS, JUNB, GADD45G, DNAJB4, TLE3 and DUSP6. 

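Fos and Egr1, immediate early transcription factors, showed the largest rises of all genes with Lipofectamine. These cells had also been in Opti-MEM and then returned to serum, unlike the untreated control cells. The rises below can therefore not be assigned to the liposomes alone. Fos rose by 3.50 on the log2 scale (SE 0.169, adjusted p = 1.4e-07 by limma), from 7.27 ± 0.26 (SD) in 5 control arrays to 10.76 ± 0.21 in 3 treated arrays. Egr1 rose by 3.05 (SE 0.11, adjusted p = 6.0e-09), from 7.10 ± 0.17 to 10.15 ± 0.14. Both calls held under every alternative. Egr2 rose by 0.71 (adjusted p = 0.00244) at one probeset and did not pass at the other (0.34, adjusted p = 0.0826). Junb rose by 1.49 (SE 0.302, adjusted p = 0.0141), and its signal was 1.28 higher in control arrays 1 and 3 than in the others. Tle3, a corepressor, rose by 0.53 and 0.60 at 2 probesets (adjusted p = 0.00951 and 0.0235) and did not pass at another (0.33, adjusted p = 0.07). Dusp6, a phosphatase of ERK, did not pass (0.55, SE 0.174, adjusted p = 0.0883). With all 8 genes adjusted over the list alone each rose, but the study chose them on these arrays, so that this is not independent evidence. Heat shock raised Fos by 1.27 (adjusted p = 0.00136) and Egr1 by 0.43 (adjusted p = 0.0391), and Dusp6 fell by 0.65 (adjusted p = 0.0435), while Egr2 and Junb did not pass.

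The Junb call was lost without Lipofectamine array 1 (adjusted p = 0.0714) or 3 (0.0647), and its rise was 0.73 with control arrays 2, 4 and 5 left out. The Tle3 rise of 0.53 was lost without Lipofectamine array 1 (0.0681), and that of 0.60 without Lipofectamine array 1 (0.128) or 2 (0.0815) or control array 4 (0.0592). The adjusted p ranged from 1.2e-08 to 0.102 for Junb, from 6.2e-06 to 0.128 and from 8.8e-06 to 0.128 for these Tle3 probesets, and from 0.0136 to 0.225 for Dusp6. With heat shock the Egr1 call was lost without any 1 of heat shock arrays 1, 2 and 3, control arrays 2, 4 and 5 or Lipofectamine array 1 (0.0596 to 0.154, and 0.00122 to 0.59 over all alternatives). That of Dusp6 was lost without any 1 of heat shock arrays 1 and 2, control arrays 2, 4 and 5 or the 3 Lipofectamine arrays (0.0531 to 0.229).

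Of 48 immediate early genes, a list that includes several of these, 12 rose with Lipofectamine, 2 fell and 34 did not pass (24 and 3 adjusted over the list alone, median 0.43, camera adjusted p = 9.4e-16, adjusted p = 0.012 with an estimated correlation, or 0.153 with control arrays 2, 4 and 5 also left out). With heat shock 6 rose and 4 fell (11 and 5 adjusted over the list alone, median 0.16). Of 24 actin cytoskeleton genes controlled by SRF with its partner MRTF, limma called 0 with Lipofectamine, as did the random-variance test. Of these genes 2 were lower at an unadjusted p under 0.05 (median −0.05, camera adjusted p = 0.738). With control arrays 1 and 3 left out 1 rose and 8 fell (median −0.10, camera adjusted p = 0.0513, fry adjusted p = 4.1e-05). With control arrays 2, 4 and 5 left out 0 passed (median 0.07).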

Other promoter sites indicated by this analysis included: a binding site for Aryl Hydrocarbon Receptor (AHR), a sequence recognized by microRNA miR-191 and one motif that does not match any known transcription factor but is present in the promoters of 78 genes included in MSigDB. In contrast, many more types of regulatory sequences were ascribed to the genes induced by heat shock, including HSF1, HSF2, one uncharacterized motif resembling a HSF-binding element, binding sites for transcription factors TCF8, TCF3 and E2F1, as well as for hormone receptors PR and AR and motifs recognized by four microRNAs (526C, 518F, 526A, 153).

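The aryl hydrocarbon receptor is a ligand-activated transcription factor that switches on enzymes of foreign compound metabolism. Nqo1, a quinone reductase under AHR and NRF2, was the 1 of its 10 measured target and partner genes that rose with Lipofectamine, each read from its brightest probeset. The log2 change was 1.34 (SE 0.351, adjusted p = 0.0447 by limma), and 1 rose adjusted over the list alone. The median of the list was 0.16, with a camera adjusted p of 0.00184, and adjusted p = 0.0849 with an estimated correlation. Nqo1 was also 1.39 higher in control arrays 1 and 3 than in the others, and with control arrays 2, 4 and 5 left out its change was 0.51 and did not pass (adjusted p = 0.175). The call was also lost without any 1 of the 3 Lipofectamine arrays, the 3 heat shock arrays or control arrays 2, 4 and 5 (0.0674 to 0.152). Tiparp, a target of AHR that restrains it, did not pass at its brightest probeset (0.26, adjusted p = 0.276), but rose at its other probesets, chosen after their values were seen, by 0.73 (adjusted p = 0.0056) and 0.56 (adjusted p = 0.0206). With heat shock 2 of the 10 genes fell, among them Tiparp (−0.70, adjusted p = 0.00621), and the median was 0.03.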

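HSF1 is the transcription factor that activates chaperone genes when heat unfolds proteins. Dnajb1, a co-chaperone of HSP70 under its control, rose by 3.43 on the log2 scale with heat shock at its brightest probeset (SE 0.158, adjusted p = 2.2e-08 by limma). Of 23 HSF1 target genes 15 rose with heat shock and 8 did not pass, and 19 rose adjusted over the list alone. The median log2 change was 0.52, with a camera adjusted p of 3.8e-27, and adjusted p = 0.00173 with an estimated correlation. Against these, control arrays 1 and 3 differed from the others by a median of −0.08. Of the 8 SRF-site genes named by the study 4 rose and 1 fell with heat shock, and as many adjusted over the list alone, with a median of 0.42.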

## Discussion

### *Hsp70 *induction by LA - unique observation or universal phenomenon?

Although *hsp70 *gene promoter induction by Lipofectin or Lipofectamine was not reported until our first account [1], the Pub Med search revealed several examples of similar observations concerning *hsp70 *genes from different species (mouse and *Drosophila*), transfected into different cell types (from chickens and insects). These observations were, however, overlooked or misinterpreted by the authors. Brazolot et al. aimed to establish conditions for efficient lipofection (Lipofectin, Bethesda Research Laboratories) for two types of chicken cells (blastodermal and primary fibroblasts) [12]. For this purpose they chose the construct containing lacZ reporter gene under the control of murine *hsp68 *promoter. They noticed that expression of this construct did not require induction by heat shock, but they ascribed this effect to the heterology of the experimental model consisting of chicken cells and murine promoter. In our opinion this was the effect of lipofectin-induced *hsp *promoter activation. In another study, Lan and Riddiford tried to optimize conditions for transient transfection of embryonic cell line GV1 from a moth *Manduca sexta *by comparing polybrene, CellFectin and Lipofectin [13]. When they used Lipofectin (GIBCO Laboratories) for transfection of the constructs containing *Drosophila hsp70 *promoter fused with a LacZ or CAT gene, they observed constitutive activity of the reporter genes at the physiological temperature. They also noticed higher reporter gene expression in heat shock conditions in the cells transfected by Lipofectin than by other transfection agents. Both effects were considered a result of higher transfection efficiency achieved with Lipofectin. We think that despite possible differences in transfection efficiency, these observations reflect the induction of *hsp70 *promoter by Lipofectin. Stiles and co-workers transfected *hsp70*-CAT construct to the boll weevil cells using Lipofectin (BRL) and they noted that, even without heat shock, the *Drosophila Hsp70 *promoter provided some CAT expression up to two days after transfection [14]. Comparing with the heat shock, the level of CAT activity in control cells was rather minimal but it was comparable to the level achieved by CuSO_4 _induction.

Our data was derived from the studies done on two cell lines (mouse melanoma B16F10 and rat hepatoma FTO) and including *Hspa1b *gene derived from two species (the rat *Hspa1b *gene was used in promoter studies, activation of the mouse *Hspa1b *gene was detected by microarrays in an experiment done on the mouse B16F10 cells). In addition we observed induction of three other *hsp *genes by Lipofectamine in the microarray study. In our opinion, the results of our studies, together with the above-mentioned observations made by others suggest that the phenomenon of *hsp70 *promoter induction by Lipofectin may be universal, affecting *hsp70 *genes from different species and occurring in wide range of species and cell types.

### Not every liposome formulation induces *hsp *transcription

We have shown that Lipofectin and Lipofectamine have the same activity toward the rat *Hspa1b *promoter. The *Hspa1b *promoter induction in physiological temperature was observed consistently with both reagents, although the intensity of induction was slightly varying from batch to batch. It seems however that not every cationic liposome formulation induces *hsp70 *promoters. For example, we did not observe *Hspa1b *promoter induction when using laboratory-formulated liposomes DDAB/DOPE and Arg-Chol/DOPE [10]. Also, Boulo et al. who used DOTAP reagent (Boehringer) did not observe induction of the Drosophila *hsp70 *gene promoter that had been cloned into the transfected construct. The figure showing reporter gene activity at different temperatures, from 18°C (physiological) to 42°C (severe heat shock for these cells), clearly demonstrated that promoter induction was dependent only on temperature [15]. Comparison of the composition of different liposomal formulations and their inducing activity suggests that a neutral lipid DOPE is not engaged. DOPE was found both in those transfection agents that induce *hsp70 *promoter and those that do not. Therefore, the inducing factor must be a cationic liposome component. However, our results and the observations made by others suggest that not every type of cationic liposome formulation induces *hsp *transcription. In summary, DOTMA (contained in Lipofectin) and DOSPA (contained in Lipofectamine) have inducing ability while DDAB, Arg-Chol and DOTAP are devoid of *hsp70 *inducing activity.

### Promoter analysis in relation to LA induction

The inducible *hsp70 *genes code for evolutionarily conserved proteins that confer cytoprotection against a wide range of stressful factors. Their expression is induced by a number of various substances and conditions that lead to aggregation of misfolded proteins and/or to fluidity changes of cellular membranes. Transcription of stress inducible *hsp70 *genes is mediated by the HSF1 factor that interacts with HSE sequence. Apart from this interaction, which has been best-studied and considered basic, the expression of *hsp70 *genes may be modulated by other members of HSF family (HSF2, HSF3, HSF4); rev in: [4] as well as by unrelated transcription factors e.g. Sp1, MYB, TP53, STAT, MYC [5].

In this study we identified the minimal DNA fragment required for efficient liposome-induced response of *Hspa1b *gene. This DNA region (nucleotides from -269 to +84, according to the transcription start point) contains two CAAT-boxes (one inverted), one Sp1/EGR1 binding site and two HSE sequences. According to the results of the EMSA experiment, HSE sequences are not engaged in LA activation. This result was consistent with the results of the microarray experiment and data analysis according to the MSigDB, which did not indicate HSF1 motif in other LA-induced genes. 

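HSF1 target genes encode chaperones and their helpers, and a part of them rose with Lipofectamine. Of 23 measured 5 rose and 18 did not pass, while 10 rose and 1 fell adjusted over the list alone. The median log2 change was 0.21, with a camera adjusted p of 2.1e-07, and adjusted p = 0.0574 with an estimated correlation. Those that rose include Hspa1b, Dnajb1 (0.73 at its brightest probeset, adjusted p = 0.0205 by limma) and Bag3. With either set of control arrays left out the median stayed above 0 (0.26 without control arrays 1 and 3, 0.18 without 2, 4 and 5). The call of Dnajb1 was lost without Lipofectamine array 1, 2 or 3 (adjusted p = 0.0971, 0.0686 and 0.0594), and its adjusted p ranged from 1.4e-04 to 0.118 over all alternatives. From the absence of binding to the heat shock element in nuclear extracts, the paper concludes that these elements are not engaged in the response to liposomes. It sets beside this that its motif analysis found no HSF1 motif in other genes induced by Lipofectamine. The extracts in the paper's figure came from cells treated with Lipofectin, and the arrays from cells given Lipofectamine for 3 h. Agent and timing differ, so that the binding result and these changes cannot be compared directly.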

Interestingly, this analysis indicated very few regulatory motifs potentially engaged in LA stimulation, none of them being present in the analyzed fragment of *Hspa1b *gene. However, when the two-step model of liposome-induced activation is considered, it is possible that Early Growth Response 1 (EGR1) protein that is induced by LA could be responsible for *Hspa1b *activation. Initially, we also speculated that LA induction of *Hspa1b *promoter could be triggered by an alteration of cellular membrane structure. It was shown recently that reorganization of cholesterol-rich plasma membrane microdomains, provoked either by high temperature or benzyl alcohol treatment, induces stress response mediated by the HSE-HSF1 interaction [16,17]. However, we experimentally excluded HSE-HSF1 mechanism, thus it seems that membrane perturbations do not play a key role during cellular response to LA.

### Transfection agents may cause widespread transcriptional response

We also got an insight into molecular changes caused by Lipofectamine. Using DNA microarrays we found that in mouse B16F10 cells, except several *hsp *genes, numerous other genes were affected. The majority of them are engaged in vital cellular functions, mostly maintaining cellular metabolism, cell cycle control and progression, and apoptosis. In our opinion, the observed alterations in gene expression profile are consistent with phenotypic changes caused by LA *in vitro*. These agents are cytotoxic and high concentrations or prolonged incubation lead to cell death. The results of our study show that also the apparently non-lethal concentrations trigger cellular alert signals and widespread transcriptional response.

The question of unintended changes in gene expression induced by different DNA carriers was also addressed by Jacobsen et al. [2]. However, their experiment differed from ours, as they transfected a gene of interest while we did only a mock transfection. Thus, we observed the changes induced exclusively by a transfection agent while they observed a joint effect of a transfected DNA and a DNA carrier. Probably for this reason they did not analyze the biological effects of each transfection agent. Nevertheless, they noticed variable numbers of affected genes, depending on the transfection reagent used. Eight hours post transfection these were: 4 transcripts in the case of FuGene HD (Roche), 25 transcripts for Effectene (Qiagen), 39 transcripts for Lipofectamine LTX used with PLUS Reagent (Invitrogen) and 68 transcripts for Lipofectamine 2000 (Invitrogen) (in comparison to untransfected controls). After 48 hours there were: 157, 1643, 556 and 1908 affected genes respectively for the aforementioned transfection agents. The authors emphasize that, except for biologically relevant changes caused by the gene of interest, they observed both universal cellular response to the foreign DNA and a differential effect of each transfection agent. Thus, by employing microarray technique, which has a high throughput and is a highly sensitive method, it is possible to measure widespread changes in global gene expression, caused by transfection agents. This may be of particular importance when searching for gene function through transient overexpression or silencing.

## Conclusions

The results of our study indicate that LA cause activation of the rat stress inducible *Hspa1b *gene. In addition, we observed that Lipofectamine induced expression changes of the mouse *Hspa1b *gene and other stress genes as well as many unrelated ones in the B16F10 cells. We postulate that these transfection agents may not be suitable for functional studies of *hsp70 *promoters.

We are also convinced that the phenomenon of widespread gene expression changes caused by transient transfection should be further studied as it may possibly affect the results of *in vitro *gene function studies done with microarrays.

## Methods

### Cell culture and treatment

The mouse melanoma B16F10 cells were grown in RPMI (Sigma) medium supplemented with 10% fetal bovine serum (FBS). Heat shock was performed at 42,5°C. For the EMSA experiment duration of heat shock was 30 min and 1 h, without recovery at 37°C. For microarray analysis duration of heat shock was 1 h at 42,5°C with 30 min recovery at 37°C. LA treatment was done as described in "Transfections" but without adding plasmid DNA. For the EMSA experiment cells were treated with Lipofectin (Gibco) or Lipofectamine 2000 (Invitrogen) in Opti-MEM (Gibco BRL) medium for 1 h and 2 h and processed immediately. For microarray analysis of LA effect, cells were treated with Lipofectamine 2000 (Invitrogen) for 3 h in Opti-MEM (Gibco BRL) medium and then the liposomes containing medium was replaced with RPMI supplemented with 10% FBS and cells were allowed to recover for 30 min at 37°C.

### Transfections

The transient transfections have been performed using the following compounds: DEAE-Dextran (Pharmacia), Lipofectin (1:1 DOTMA and DOPE, Gibco BRL), Lipofectamine 2000 (3:1 DOSPA and DOPE, Invitrogen) and two liposome formulations prepared in our Institute DDAB/DOPE [9] and Arg-Chol/DOPE [10].

For transient transfection using DEAE-Dextran, cells were seeded at 3 × 10^5 ^cells on a 90 mm plate. The next day, cells were treated with the mixture containing 10 μg plasmid DNA and 1 mg/ml DEAE-Dextran in TBSP buffer (25 mM Tris-HCl, pH 7.4, 137 mM NaCl, 5 mM KCl, 0.7 mM CaCl_2_, 0.5 mM MgCl_2 _and 1 mM Na_2_HPO_4_) at room temperature for 30 min. Then cells were washed with a TBSP buffer and treated with RPMI with 10% DMSO for 2 min. Cells were washed with DMSO-free TBSP buffer, then medium supplemented with FBS was added and cells were incubated at 37°C in a CO_2 _incubator for 6-48 h.

Transient transfections using liposome formulation DDAB/DOPE, Arg-Chol/DOPE and Lipofectin were done according to standard procedure. Cells were seeded at 2 × 10^5 ^cells on 60 mm plate a day before. For each transfection, 10 μg plasmid DNA was diluted in 100 μl Opti-MEM medium (Gibco BRL) and added to liposome dilution. Liposome dilution was prepared by adding 20 μl of liposomes (1 mg/ml) into 100 μl Opti-MEM and followed by incubation at room temperature (RT) for 45 min. DNA-liposome mixture was incubated for 15 min at RT. While complexes were forming, the cells were washed twice with serum-free Opti-MEM medium and then overlaid with that medium. DNA-liposome complexes were dropped onto the plate. Cells were incubated at 37°C in a CO_2 _incubator for 3 h. Then the medium was changed for RPMI supplemented with FBS and cells were incubated at 37°C in a CO_2 _incubator. Cells were either grown for 6 or 48 h, or after 24 h at 37°C heat shocked for 45 min at 42,5°C followed by recovery for 24 h. For kinetics study, incubation times were 6 - 48 h.

Transient transfection using Lipofectamine 2000 was done according to the supplier's instruction. Cells were seeded at 1,2 × 10^5 ^cells on a 30 mm plate a day before. For each transfection, 4 μg of plasmid DNA was diluted in 250 μl of Opti-MEM and added to liposome dilution. Liposome dilution was prepared by adding 10 μl of Lipofectamine 2000 into 250 μl Opti-MEM and following incubation at RT for 5 min. DNA-liposome mixture was incubated for 30 min to allow formation of DNA-liposome complexes. The next steps were done as described above for transient transfection using Lipofectin and other liposome formulation.

### Plasmid constructs

Constructs used for functional analysis of the rat *Hspa1b *promoter contained 85 bp of the 5'UTR and different fragments of the promoter region, cloned in pBL-CAT6 vector bearing the bacterial chloramphenicol acetyltransferase (CAT) reporter gene (Figure 4) [11]. pR70/GFP plasmid contained PstI-AvaI restriction fragment (from nt -870 to nt +85) of the rat *Hspa1b *promoter cloned into the SalI and BglII sites of pEGFP-1 Promoter Reporter Vector (Clontech) [1].

### Electrophoretic mobility shift assay

Nuclear extracts were prepared as described by Suzuki et al. [18]. Nuclei isolated from cells were lysed by Nonidet-P40 and proteins were extracted with buffer consisting of 0.35 M NaCl, 5 mM EDTA, 1 mM DTT, 10 mM Hepes, pH 7.9 and 0.2 mM PMSF by incubation on ice for 20 min. DNA-protein binding activity was analyzed by incubating nuclear extracts with [α-32P]-labeled double stranded HSE oligonucleotide (HSE consensus sequence):

5'-gcTTCtaGAAgcTTCctGAAgcTTCtaGAA- 3'

3'-cgAAGatCTTcgAAGgaCTTcgAAGatCTT- 5'.

Binding buffer contained 20 mM Tris-HCl, pH 7.6, 5 mM MgCl_2_, 1 mM DTT, 5% glycerol, 1 mM EDTA, 0.2 M NaCl, 2 μg poly(dI-dC). The HSE-protein complexes were separated on a native 6% polyacrylamide gel. Gels were dried and exposed to an X-ray film (Kodak).

### CAT Assay

Cell culture extracts were prepared by the Tris buffer freeze-thaw protocol. Protein concentration was determined by Bradford method. The CAT activity was detected as described in [18]. Briefly, 25 μg of protein from cell extracts were incubated with ^14^C-labeled chloramphenicol (ICN) and acetyl-coenzyme A (Sigma) for 4 h at 37°C. The reaction products were separated by thin layer chromatography, then plates were exposed to X-ray film (Kodak). For quantitative analysis, CAT activity was monitored by scintillation counting; counts were converted to the percentage of acetylated chloramphenicol as described in [19]. Data for each experimental point was gathered in quadruplicate.

### RNA isolation

Total RNA was isolated using RNeasy Mini Kit (Qiagen) with on-column DNA digestion using DNAse I (Qiagen) according to the manufacturer's recommendations. RNA quantity was estimated with ND-1000 spectrophotometer (NanoDrop Technologies). RNA quality was assessed using Agilent platform: RNA 6000 Nano LabChip Kit, RNA Integrity Number software and the Agilent 2100 Bioanalyzer (Agilent Technologies).

### Oligonucleotide microarrays

We used the Mouse Expression Arrays 430A (Affymetrix). The hybridization target was prepared according to the recommendations from microarrays' manufacturer. Total RNA (8 μg) was used for synthesis of double stranded cDNA. Half of the cDNA volume was used for synthesis of biotinylated cRNA with the BioArray High Yield RNA Transcript Labeling Kit (Enzo Diagnostics). Both cDNA and cRNA were purified with Gene Chip Sample Cleanup Module (Affymetrix). cRNA (16 μg) was fragmented and hybridized to the microarray for 16 h at 45°C. After washing and staining, the microarrays were scanned with GeneChip Scanner 3000 (Affymetrix). Data was acquired using GCOS 1.2 software (Affymetrix). The preprocessing was performed by Robust Multiarray Analysis (RMA, Bioconductor). Microarray data are available via NCBI GEO: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE29743.

### Data analysis

Supervised gene selection was carried out by BRB Array Tools (developed by R. Simon and BRB Tools Development Team). Genes differentiating three analyzed groups were selected using a random-variance F-test. A stringent significance threshold was used to limit the number of false positive findings: differences in the expression of genes were considered statistically significant if their p value was less than 0.001. We also performed a global test of whether the expression profiles differed between the classes by permuting the labels of which arrays corresponded to which classes. For each permutation, the p values were re-computed and the number of genes significant at the 0.001 level was noted. The proportion of the permutations that gave at least as many significant genes as with the actual data was the significance level of the global test. False Discovery Rate (FDR) was estimated by Benjamini-Hochberg algorithm. Gene group analysis was carried out to obtain p values reflecting the differential expression of gene groups among classes. Four different tests: the Fisher (LS) statistic, Kolmogorov-Smirnov (KS) test, GSA test and Goeman test were used, as implemented in BRB Array Tools. We considered a GO category significantly differentially regulated if either significance level was less than 0.005, all categories with between 5 and 100 genes represented on the array were considered; some of the groups were overlapping. Promoter analysis was carried out using the Molecular Signatures Database, MSigDB. The MSigDB Predicted Promoter Motifs ontology contains sets of genes that share a transcription factor binding site in their promoters. The binding sites are predicted based on definitions from the TransFac database.

## Authors' contributions

AFK constructed most of the recombinant plasmids, carried out promoter analysis by CAT assay, NV constructed some plasmids, analyzed the kinetics of LA induced *Hspa1b *promoter activity and carried out the treatments of the cells for microarray experiment, AW did the EMSA experiment and transfections with pR70/GFP plasmid, ZuK did microarray experiments, MJ analyzed the microarray data, KL constructed some plasmids, drafted the manuscript, participated in the design of the study, ZK conceived the study, participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

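RNA of B16F10 cells was measured on Affymetrix mouse expression arrays in 14 samples: 5 of untreated control cells and 3 each of cells treated with Lipofectamine, heat shock and benzyl alcohol. The authors scanned the arrays on a GeneChip scanner, read them with GCOS 1.2 and applied RMA from Bioconductor, and the deposited values are the resulting log2 signals. Neither the version of RMA nor which arrays were processed together is given in the sources used here. The authors then used the random-variance F-test of BRB ArrayTools with a threshold of 0.001 and tests of gene groups, steps that start from the same values. The benzyl alcohol cells were given 40 mM for 1 h. Their recovery is 180 min in one description and 30 min in another, and the paper does not report on them.

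From these values everything else was computed with R 4.3.3 and limma 3.58.1. The 64 Affymetrix control probesets were left out, no filter on signal was applied, and 22626 probesets were tested. Of these 20380 carry 1 gene symbol, 691 several and 1555 none. Symbols of 20351 probesets were matched through Entrez identifiers, and 0 had to be updated. A gene with several probesets is represented in lists by the 1 with the highest mean signal over all 14 arrays, which gives 12393 genes. The array medians are those after normalization by RMA and are no check of array quality. Signals near the floor of about 3 on the log2 scale cannot be told from background, since detection calls were not used here.

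The control, Lipofectamine and heat shock arrays were fitted in 1 limma model of 11 arrays, with a moderated variance shared across the groups (5.51 prior degrees of freedom, prior variance 0.0254). Each p was adjusted by the Benjamini-Hochberg method over all probesets tested, with a threshold of 0.05. Counts were also taken at the threshold of the methods, an F-test p under 0.001 followed by a pairwise p under 0.001. Benzyl alcohol was compared with the control arrays in a separate fit of all 14 arrays in their 4 groups. The named genes are every gene the paper names in its microarray and promoter results, with all its probesets. To these were added, in each comparison with the control, the 10 largest rises and 10 largest falls among probesets with 1 symbol that passed and had all treated arrays outside the control range, and in each list up to 4 members that passed, by smallest p. The genes of the paper's tables count as seen in advance.

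Gene lists were written by hand from general knowledge, since the gene ontology and motif collections of the paper were not used here. They cover DNA replication, double-strand break repair, chromosome segregation and mitosis, ribosome biogenesis, pro-apoptotic genes and caspases, anti-apoptotic genes, stress-activated protein kinase signalling, immediate early genes, HSF1 targets, chaperones, NRF2 targets, proteasome subunits, endoplasmic reticulum stress, AHR targets, cell cycle regulators, p53 targets, NF-kB targets, interferon response, sterol synthesis, hypoxia and glycolysis, melanocyte genes, oxidative phosphorylation, ribosomal proteins, actin genes of SRF and MRTF, and markers of epithelial cells, fibroblasts and macrophages. With the hsp genes of Table 1 and the SRF-site genes, which the study chose, there are 29. They were tested with camera at its preset correlation between genes, which compares a list with all other genes. Camera with a correlation estimated from the data and fry, which asks whether a list's genes move together one way, were alternatives. Calls from limma within a list were also adjusted over the list alone.

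The model, thresholds, lists, rule for named genes and most alternatives were set before the data were examined. The alternatives were fits with benzyl alcohol or with 2 groups at a time, the random-variance test (5.6 prior degrees of freedom), an unmoderated test, a variance trend with intensity, array weights, removal of the dimmer part of the probesets or of those that cross-hybridize, renewed quantile normalization, equal array medians, a fold of at least 1.5, no F-test gate, the mean of a gene's probesets, the replicate number as a block, and each array left out in turn. Fits with control arrays 1 and 3 or with control arrays 2, 4 and 5 left out were added after the difference between these arrays had been seen. In the 87 named probesets called with Lipofectamine, 36 calls held with each array left out and 51 were lost with at least 1 array left out. For heat shock 32 of 79 held.

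The fitting code was tested on simulated data of the same design, with 50 probesets changed at each of 4 sizes. At log2 changes of 0.5, 1, 2 and 3 limma recovered 36%, 94%, 100% and 100%, with 8 false calls, and the 1 shifted list was called while 0 of the others were. In the measured data 29 of 58 list results were lost when the correlation between genes was estimated. The simulated result for lists therefore does not vouch for those list calls.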

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

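The tests of explanations for the difference between control arrays were chosen after that difference had been seen. The counts over other splits of the arrays were planned.

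The arrays of cells treated with benzyl alcohol, a membrane fluidizer, are not reported in the paper, and 314 probesets in 246 genes passed against the control arrays at an adjusted p under 0.05 by limma in a fit of all 14 arrays, 156 higher and 158 lower. The largest rises were in Hspb1 (log2 5.74), Hspa1b (4.82), Ccn2 (2.17), Dnajb1 (2.15), Anp32a (2.14), Tnnt2 (2.05), Bag3 (1.97), Id1 (1.66), Hsph1 (1.62) and Maff (1.62), 5 of them chaperones or their helpers. The largest falls were in Sox4 (−1.61), Klf15 (−1.30), Dnm2 (−1.26), Dapk3 (−1.20), Mmp14 (−1.17), Zyg11b (−1.14), Ldb1 (−1.11), Atp6v0a1 (−1.09), Ptms (−1.06) and Ehhadh (−1.02). These values come from probesets picked for the size of their change, which need not be the brightest of the gene. Of these 20 calls 14 held under every alternative. Those of Sox4, Dapk3 and Bag3 were lost under 3, 2 and 2 of 27 alternatives. The Sox4 change was as small as −0.30 and its adjusted p as high as 0.624. With each array left out 17 of the 20 calls held. That of Ccn2 was lost without benzyl alcohol array 1 (adjusted p = 0.0609) or 3 (0.149), that of Zyg11b without any 1 of the 3 benzyl alcohol arrays or control array 1 (0.0509 to 0.149), and that of Atp6v0a1 without benzyl alcohol array 3 (0.158) or control array 1 (0.0501) or 5 (0.0561). Of 23 HSF1 targets 11 rose, and 18 adjusted over the list alone (median 0.60, camera adjusted p = 2.9e-27, adjusted p = 0.00946 with an estimated correlation). The count of changed probesets was 131 without benzyl alcohol array 3 and 190 without array 1. It was 686 with control arrays 1 and 3 left out and 2826 with control arrays 2, 4 and 5 left out. Among the 56 splits of the 8 arrays into 3 and 5, 1 gave as many probesets, the real one. It gave 81 against at most 71 in a fit of these groups alone. The split with 71 set control arrays 1 and 3 and benzyl alcohol array 3 against the rest. As the control arrays are not alike, the splits are a weak test of chance, and they do not cover the 314.

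With Lipofectamine, lists the paper does not discuss stood above the control level: NRF2 targets and metallothioneins by a median of 0.85 on the log2 scale and proteasome subunits by 0.28. Camera's calls of them were lost with an estimated correlation (adjusted p = 0.113 and 0.132). Both lists were also higher in control arrays 1 and 3 than in the others, by 0.64 and 0.21. With control arrays 2, 4 and 5 left out their medians were 0.30 and 0.18, and neither passed with an estimated correlation (adjusted p = 0.153 and 0.466). With control arrays 1 and 3 left out the medians were 1.20 and 0.38. NRF2 targets then passed with an estimated correlation (adjusted p = 0.018), and proteasome subunits did not (0.155).

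Among 174 probesets of named genes, 6 have 1 control array far from the other 4, no more than the about 1 in 20 that chance alone gives. The gap as a share of the range was 0.73 for Hspa1b at 1 of its probesets (control array 3 at 4.30, the nearest at 5.13), 0.768 for Egr2 (array 2), 0.754 for Rgs2 (array 3), 0.826 for Cyp51 (array 1), 0.726 for Rad21 (array 3) and 0.839 for Abca1 (array 4). No explanation was tested.

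Control arrays 1 and 3 stand apart from control arrays 2, 4 and 5. A general shift of signal between arrays is argued against by lists that lie at either end of 10000 random lists of like signal. The endoplasmic reticulum stress list, with a median difference of 1.29, lies above all of these random lists. As it differs most of the 29 lists and was picked after this was seen, it cannot decide the question by itself. NRF2 targets and p53 targets also lie at percentile 100 of such random lists. Genes of the cell cycle, mitosis and DNA replication lie at percentile 0. Heat-shocked cells under a control label would put HSF1 targets at 0.57, and their difference was −0.076, while Lipofectamine-treated cells would put the SRF-site genes at 1.43, and theirs was 0.29. RNA of other cell types is argued against by the marker lists, the highest of which had a median of −0.00258. A culture state shared by control arrays 1 and 3 with the Lipofectamine and heat shock arrays cannot be told apart from a treatment effect of like size, since against control arrays 1 and 3 the stress list differed by −0.14 with Lipofectamine and the labels used here give no dates or batches. The benzyl alcohol arrays side with control arrays 2, 4 and 5, correlating with them at 0.987 to 0.990 and with 1 and 3 at 0.978 to 0.981.

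The same structure limits the counts of changed probesets. For Lipofectamine 2 of 56 splits gave as many probesets as the real one (456 in a fit of these groups alone), and for heat shock 2 of 56 (997). For the F-test 2 of 100 drawn regroupings reached 1141. Few groupings thus reached the real counts, but the other split in each case set control arrays 2, 4 and 5 against the rest or as a group of their own. It gave 2817, 3752 and 1705 probesets, which points to a structure of the samples beyond the treatments.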

How the results depend on the processing

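No named gene turned its direction past the threshold under any alternative. The random-variance test left all 213 named results and 58 list results on their side of the threshold, and each count of probesets stayed within 1.5 times under a variance trend with intensity, renewed quantile normalization and equal medians. The cause of the changes below was not tested, except where fewer arrays or probesets, or a stricter rule, lower a count by construction.

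Counts are given in the order of the F-test (1141), Lipofectamine (513), heat shock (549) and both (104) at the threshold of the methods, then Lipofectamine (1104), heat shock (1349), Lipofectamine against heat shock (1294) and benzyl alcohol (314) at an adjusted p under 0.05. The unmoderated test gave 526, 272, 268, 68, 357, 326, 483 and 159. Array weights gave 7937, 4088, 2497, 1170, 8304, 5889, 11009 and 953, but their estimation did not converge and gave Lipofectamine array 1 a weight of 97.9 against at most 1.7 for any other array. With control arrays 1 and 3 left out the counts were 3833, 2399, 2704, 1532, 4248, 4930, 3080 and 686. Of the 4248, 1096 were among the 1104. With control arrays 2, 4 and 5 left out the last 3 were 841, 2620 and 2826, and of 1045 for Lipofectamine 474 were among the 1104. Between these sets of control arrays 498 probesets with Lipofectamine were shared in the same direction and 99 in the opposite, and 448 and 97 with heat shock. A block for the replicate number gave 656, 217, 213, 28, 186 and 192 for the first 6, but the numbers do not pair the arrays: after removal of group means, same-numbered arrays correlated at −0.00732, −0.465 and −0.244 for control and Lipofectamine, 0.00999, 0.123 and 0.0655 for control and heat shock, and −0.0385, 0.442 and 0.214 for control and benzyl alcohol. Removal of the dimmer probesets gave 711, 325, 338 and 66 for the first 4. Fits of 2 groups gave 456 for Lipofectamine, 2900 for Lipofectamine against heat shock and 81 for benzyl alcohol. A fold of at least 1.5 gave 57 for both, then 592, 697, 845 and 207. Without the F-test gate 729 passed for Lipofectamine and 782 for heat shock.

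With 1 array left out in turn the F-test count ranged from 643 to 1772, Lipofectamine from 234 to 914, heat shock from 241 to 1110 and both from 51 to 247. At an adjusted p under 0.05 the ranges were 255 to 2262 for Lipofectamine, 259 to 2658 for heat shock, 424 to 1767 for Lipofectamine against heat shock and 131 to 441 for benzyl alcohol. The low ends fall on Lipofectamine array 1, heat shock array 2 or 3 and benzyl alcohol array 3, and the high ends on control array 1 or 3.

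The share of higher probesets moved with scaling: from 36.4% to 46.6% for Lipofectamine and from 17.6% to 32.4% for heat shock with renewed quantile normalization, and to 38.8% and 20.9% with equal medians. For Lipofectamine against heat shock it went from 77.2% to 65.0% and 75.7%.

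With an estimated correlation camera no longer called chromosome segregation (median −0.55), DNA replication (−0.49), ribosome biogenesis (−0.23) or HSF1 targets (0.21) with Lipofectamine, 29 of 58 list results being lost in all. With fry 12 were lost, among them endoplasmic reticulum stress with both treatments (adjusted p = 0.282 and 0.21), p53 targets (0.0957) and interferon response (0.0989) with Lipofectamine and DNA replication (0.0774) with heat shock, and 1 was gained, anti-apoptotic genes with heat shock (2.3e-05). Pro-apoptotic genes with Lipofectamine passed with array weights (median 0.080, adjusted p = 0.018), with cross-hybridizing probesets removed (0.037, adjusted p = 0.0437) and with control arrays 1 and 3 left out (0.037, adjusted p = 1.2e-04). In the last of these settings they did not pass with an estimated correlation (adjusted p = 0.1305). Their direction turned with control arrays 2, 4 and 5 left out (−0.052, adjusted p = 0.339). Their median ranged from −0.014 to 0.083 with 1 array left out, and camera's adjusted p over all alternatives from 1.2e-04 to 0.359. Reversed with control arrays 2, 4 and 5 left out were endoplasmic reticulum stress with Lipofectamine (−0.14) and with heat shock (−0.11), NRF2 targets with heat shock (−0.076) and NF-kB targets with heat shock, whose camera direction turned at a median of 0.063. With control arrays 1 and 3 left out the camera direction of p53 targets with heat shock, which had not passed, turned upward. The median went from 0.04 to 0.12 (camera adjusted p = 0.0036, adjusted p = 0.227 with an estimated correlation). With control arrays 2, 4 and 5 left out the same list passed downward (median −0.20, camera adjusted p = 6.2e-04, adjusted p = 0.474 with an estimated correlation).

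With 3 arrays per treatment small changes are often missed, as the simulated data show.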

Differences from the paper's values

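The paper gives 66 probesets affected by both treatments, and 104 were found at an F-test p and a pairwise p under 0.001, the paper stating no pairwise threshold. Among the alternatives set before the data were examined, removal of the dimmer probesets gave 66, the paper's value. Values within 1.5 times of the paper's also came from fits of 2 groups (73), the unmoderated test (68), the intensity trend (93), renewed quantile normalization (96), equal medians (80), removal of cross-hybridizing probesets (88), a fold of at least 1.5 (57) and the removal of any 1 of Lipofectamine arrays 1 to 3, heat shock arrays 1 to 3 or control arrays 2, 4 and 5 (51 to 92). The fit with benzyl alcohol (105), the random-variance test (103), array weights (1170), no F-test gate (104), the replicate block (28) and the removal of control array 1 (247) or 3 (229) did not come within that range. For each treatment by itself, removal of the dimmer probesets gave 325 for Lipofectamine and 338 for heat shock. The paper gives 419 and 457. Fits of 2 groups came closer to these, with 427 and 466.

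The paper states that all shared probesets changed in the same direction, whereas 8 of 104 changed in opposite directions and 96 in the same. The numbers up and down in the paper's Table 2 add up to 418 for Lipofectamine and 455 for heat shock, where its text gives 419 and 457.

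The paper names Dusp6 among genes raised by Lipofectamine. Its log2 change was 0.55 with an adjusted p of 0.0883 by limma, and the other 7 genes it names with an SRF site rose at 1 or more probesets. Dusp6 passed in fits of 2 groups, with array weights and without heat shock array 3 (adjusted p = 0.0136). It also passed with control arrays 1 and 3 left out (0.0484), a setting chosen after seeing the values. The range over all alternatives was 0.0136 to 0.225.

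Table 1 leaves Hspb1 blank for Lipofectamine. At the threshold of the methods neither of its probesets passed either, while at an adjusted p under 0.05 1 of them rose by 0.73 (adjusted p = 0.0346), a call lost without any 1 of 7 arrays. Table 1 has separate entries for hsp105 and hsp110, which carry the same gene symbol here, Hsph1.

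The paper reports raised classes of caspase regulation and stress-activated kinase signalling with Lipofectamine. In lists written for these processes, which are not its ontology classes, 4 of 51 pro-apoptotic genes and caspases rose and 3 fell, and 2 of 42 kinase signalling genes rose, with camera adjusted p values of 0.0554 and 0.782.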

Other observations

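Tests on the serum and heat shock explanations were planned, while those on the control arrays and with the control arrays divided were chosen after the results had been seen.

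The paper does not report on oxidative stress genes. Mt1 and Mt2, which encode metal-binding metallothioneins, rose with Lipofectamine by 0.85 (adjusted p = 2.9e-04 by limma) and 1.13 on the log2 scale, Gsr, glutathione reductase, by 1.24, and Gclc, the rate-limiting enzyme of glutathione synthesis, by 0.96. Each of these calls held with every array left out. Of 27 targets of NRF2 and metallothioneins 12 rose and 15 did not pass, and 22 rose adjusted over the list alone. Camera gave an adjusted p of 3.4e-23, and adjusted p = 0.113 with an estimated correlation. These genes were also higher in control arrays 1 and 3 than in the others by a median of 0.64, at 27 of 27 genes. With control arrays 2, 4 and 5 left out 11 rose and the median was 0.30, and with 1 and 3 left out 24 rose and it was 1.20. With heat shock 1 rose and 1 fell (2 and 1 adjusted over the list alone, median 0.32, camera adjusted p = 0.00132, adjusted p = 0.614 with an estimated correlation).

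Subunits of the proteasome, which degrades damaged proteins, rose with Lipofectamine in 6 of 32 cases (14 adjusted over the list alone, median 0.28, camera adjusted p = 6.1e-16, adjusted p = 0.132 with an estimated correlation). They were higher in control arrays 1 and 3 by a median of 0.21. With control arrays 2, 4 and 5 left out 1 rose, and with 1 and 3 left out 19 did. Of 30 targets of NF-kB and cytokines 5 rose, among them Csf1 (1.14), a growth factor of macrophages, whose call was lost without Lipofectamine array 1 (adjusted p = 0.0538). Adjusted over the list alone 8 rose (median 0.21, camera adjusted p = 1.1e-06, adjusted p = 0.127 with an estimated correlation). When control arrays 2, 4 and 5 were left out 3 rose and the median was 0.06. Of 28 p53 targets 4 rose (8 rose and 1 fell adjusted over the list alone, median 0.21, camera adjusted p = 3.4e-04, adjusted p = 0.187 with an estimated correlation). With control arrays 2, 4 and 5 left out their median was −0.03. Of 29 interferon response genes 1 rose, Rsad2, an antiviral enzyme, a call lost without any 1 of 9 arrays, the 6 treated ones and control arrays 2, 4 and 5 (adjusted p from 0.0649 to 0.172, and from 1.3e-06 to 0.236 over all alternatives). Adjusted over the list alone 3 rose and 1 fell (median 0.17, camera adjusted p = 8.1e-04, adjusted p = 0.187 with an estimated correlation). The list no longer passed with control arrays 2, 4 and 5 left out (median 0.08, camera adjusted p = 0.307).

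Of 34 genes of endoplasmic reticulum stress limma called 0 with Lipofectamine, as did the random-variance test, and 14 were higher at an unadjusted p under 0.05. The median was 0.53, with a camera adjusted p of 2.0e-08, and adjusted p = 0.361 with an estimated correlation. With heat shock 1 rose and the median was 0.68. Control arrays 1 and 3 differ from the others at these genes by a median of 1.29, more than at any other of the 29 lists, and the result with Lipofectamine depends on them. Leaving out control arrays 1 and 3 gave 31 higher and a median of 1.15, and leaving out control arrays 2, 4 and 5 gave 1 higher, 11 lower and a median of −0.14. Of 18 melanocyte and pigment genes 2 fell with Lipofectamine (3 adjusted over the list alone, median −0.20, camera adjusted p = 2.0e-04, adjusted p = 0.259 with an estimated correlation) and 4 with heat shock. The list was lower in control arrays 1 and 3 by a median of −0.21, with 1 of 18 genes above 0, and with control arrays 2, 4 and 5 left out it no longer passed with Lipofectamine (median −0.06, camera adjusted p = 0.228). The receptor Mc1r fell by 1.17 and 1.35, and it was lower in control arrays 1 and 3 than in the others (−0.91). Its calls were lost without Lipofectamine array 1 (adjusted p = 0.0748) or 3 (0.0788) and without heat shock array 2 (0.0573). Of 40 cytosolic ribosomal proteins 0 passed with Lipofectamine by limma or the random-variance test and 1 was higher at an unadjusted p under 0.05 (median −0.02, camera adjusted p = 0.782).

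Marker genes of other cell types showed no limma call with Lipofectamine. For 11 epithelial, 12 fibroblast and 13 macrophage markers the medians were 0.01, −0.11 and 0.09, with 0, 1 and 0 genes at an unadjusted p under 0.05 and camera adjusted p values of 0.785, 0.155 and 0.0374 (0.461 for macrophage markers with an estimated correlation). Without Lipofectamine array 3 the fibroblast median was −0.20 and passed (camera adjusted p = 0.00742), and the macrophage median turned to −0.02 and did not (0.379). The macrophage markers were above 0 at 13 of 13 genes with heat shock, where limma called none (median 0.20, camera adjusted p = 0.00566, adjusted p = 0.449 with an estimated correlation). They were so too with benzyl alcohol, where 1 rose (median 0.13, camera adjusted p = 0.00456, adjusted p = 0.647 with an estimated correlation). With heat shock the epithelial markers were above 0 at 11 of 11 genes (median 0.14, camera adjusted p = 0.0712). The fibroblast markers were at 10 of 12 (median 0.09, camera adjusted p = 0.203). Camera called the epithelial list under some alternatives, among them fits of 2 groups (0.0483) and control arrays 2, 4 and 5 left out (0.0456). In the latter setting the list did not pass with an estimated correlation (adjusted p = 0.643).

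The rise of immediate early genes with Lipofectamine may reflect the serum-free medium and the return of serum, which heat-shocked cells did not go through. Of 48 such genes 32 lay above 0 in the difference of Lipofectamine from heat shock, with a median of 0.39, and 13 passed as higher, 2 as lower and 33 not at all. This is what the serum explanation needs, but with benzyl alcohol, where no serum-free step is described though fresh medium was given, 7 rose as well and 41 of 48 lay above 0 (median 0.26, camera adjusted p = 2.6e-08, adjusted p = 0.068 with an estimated correlation). As Lipofectamine and the change of medium came together, an effect of the liposomes themselves remains open.

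The rise of chaperone genes with Lipofectamine may be a weaker heat shock response. The 15 HSF1 targets that rose with heat shock, by a median of 1.71, were all above 0 with Lipofectamine, with a median of 0.34, which is 20% of the former, and 5 of them passed. Both comparisons use the same control arrays, so that low control values raise both. With the control arrays divided between the comparisons in each of 20 ways, 9 to 16 genes rose with heat, and their median with Lipofectamine was 0.24 to 0.62. The members did not scale together. Hspa1a differed by 0.06 with Lipofectamine against 3.22 with heat and Cryab by 0.02 against 1.31, but Dnaja1 by 0.53 against 0.59. Hspb8 differed by 1.23 against 1.84. Its values were 1.71 against 2.32 without control arrays 1 and 3, and 0.52 against 1.13 without 2, 4 and 5. The acting factor therefore remains open.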
